A study of Mus musculus with 16 samples.

How the data were processed

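The series holds RNA sequencing of 16 libraries of a mouse MLL-AF9 leukemia cell line, 4 in each of 4 groups: control and MCT4-KO cells, each at 20% and 2% oxygen. Per the labels' protocols, total RNA was purified with a column kit, poly(A) RNA was selected and libraries were made with NEBNext reagents. The values are expected counts per gene, which the authors deposited as 1 table of 53801 Ensembl genes. Per the submitters' processing notes HISAT2, RSEM and the mm10 build were used, and their versions, the annotation release and the strand setting of the counting are not given in the sources used here. Of the values 10.1% were not whole numbers, and all were rounded before testing. No spike-in is described, so all levels are relative abundances.

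Gene symbols, positions and exon overlaps were taken from GENCODE vM21 (GRCm38), which matched 53620 identifiers, and the 181 without a match held 0.0237% of the counts. Since the strand setting is not given, reads of overlapping genes on either strand, of ribosomal protein genes with many pseudogenes, and of Ldha, Eno1 and Hsp90aa1, which have near-identical copies, may have been divided wrongly, and these genes are uncertain. Each library had 21192179 to 28871459 estimated counts. A count of 0 in a library allows up to 3 counts, on average 0.124 CPM, and such limits and the intervals given for low counts cover counting error only.

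Genes were kept by the filterByExpr function of edgeR 4.0.16 in R 4.3.3, which left 13774 genes with 99.9% of the counts. Libraries were scaled by TMM. A negative binomial model with a mean per group was fitted to all 16 libraries (12 residual degrees of freedom, biological coefficient of variation 4.61%) and tested with edgeR's quasi-likelihood F-test. The 5 comparisons were MCT4-KO against control at each oxygen level, 2% against 20% oxygen in each genotype, and their interaction. P-values were adjusted by Benjamini-Hochberg over the genes of a comparison, and genes with an adjusted p under 0.05 were called. Replicate numbers did not pair the libraries, so no block was used.

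Lists of genes for 38 pathways, complexes, cell types and quality checks were written before the data were examined, as were the samples, tests, alternatives and the rule for named genes. Of these, 34 had at least 5 tested genes and were tested with camera in limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), adjusted over 170 tests. A list's call was also computed with the correlation estimated for each list. Counts adjusted over the list alone use the p-values of its members only. The quality lists were mitochondrially encoded genes, immediate early genes, replication-dependent histones, and nuclear-retained and structured RNAs. Whether their shifts reflect handling or poly(A) selection was not tested. Of 31 histone genes 15 were tested and 8 had a mean above 1 CPM. A comparison of single values used an exact two-sided permutation test of 4 against 4 libraries.

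The rule for named genes took 11 genes whatever their result (Slc16a3, Slc16a1, Bsg, Hif1a, Vegfa, Ldha, Txnip, Arrdc4, Myc, Hoxa9 and Meis1). It added, per comparison, the 6 largest rises and the 6 largest falls among called genes with an average log2 CPM of at least 3 and, except for the interaction, no overlap between the groups. Predicted genes, Y-linked genes and Xist were left out. For each list it added up to 3 called members with the smallest adjusted p, of which the text names some. Some genes that the rule takes are not reported here.

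The test was checked on simulated counts for the knockout comparison at 20% oxygen with the 13774 genes. It recovered 52% of genes changed 1.2-fold, 96% of those changed 1.5-fold and 100% of those changed 2-fold or 3-fold, with 4.40% false calls. Of 100 unchanged lists 0 were called. Genes were simulated without correlation within lists, so this count does not bear on the list calls lost with an estimated correlation.

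Alternatives were DESeq2 size factors, no count filter, a stricter filter of 1 CPM in 8 libraries, the Wald test of DESeq2 1.42.0, limma-voom, a fit of the compared groups only, a block for the replicate number, a minimum fold of 1.5 and leaving out each library in turn. For lists they were an estimated correlation, fry, voom weights and the block. Scaling by library size was added after seeing the data, since TMM factors differed between the oxygen levels.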

Results

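Gene expression was measured by RNA sequencing in a mouse acute myeloid leukemia cell line driven by MLL-AF9, a fusion of the MLL gene with AF9 that transforms blood progenitors. The cells grew in medium with interleukin 3 and stem cell factor. In 1 population CRISPR-Cas9 had been directed at MCT4, the plasma membrane carrier encoded by Slc16a3 that exports lactate together with a proton, and the control population carried a guide RNA without a target. Cas9 was switched on with 4-hydroxytamoxifen, and each population was then cultured at 20% or 2% oxygen. The 4 groups held 4 libraries each, 16 in all, so the layout asked what loss of MCT4 did at each oxygen level, what low oxygen did with and without MCT4, and whether the knockout effect depended on oxygen. Total estimated counts ran from 21192179 to 28871459 per library, and 13774 genes were tested. The labels number the replicates without saying whether they were separate cultures, so p-values measure the spread between these libraries, which may be technical. Changes are log2 fold changes ± SE from edgeR with n = 4 libraries per group, and levels are TMM-scaled CPM (mean ± SD, n = 4). An SE can be too small for a large change from low counts, as given below for Stc1 and Basp1. A gene is said to rise or fall only where its edgeR adjusted p was under 0.05.

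Oxygen separated the libraries most: the first principal component held 75.3% of the variance and the second, along which the genotypes lay apart, 4.50%. Several library-wide quantities moved with oxygen. Mitochondrially encoded genes took 0.750 ± 0.179% of the counts in control and 0.720 ± 0.067% in MCT4-KO libraries at 20% oxygen, against 0.298 ± 0.044% and 0.379 ± 0.036% at 2% (SD, n = 4). The 10 most abundant genes took 5.37% and 5.31% at 20% oxygen and 8.07% and 7.16% at 2%. Within groups, pairs of libraries differed by a chi-square of 1.78 to 13.1 per gene, beyond sampling noise in every pair. No library was thus a mere recount of another, but separate cultures cannot be told from repeat preparations of 1 culture. Replicate 4 of the controls at 2% oxygen stood apart from the other 3 controls (8.82 to 13.1 per gene, against 2.55 to 3.38 among those 3).

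Slc16a3 (ENSMUSG00000025161, chromosome 11, 120948480 to 120960868, plus strand, GRCm38) fell in the knockout at both oxygen levels. At 20% oxygen it stood at 209.9 ± 23.0 CPM in control and 79.9 ± 11.1 CPM in MCT4-KO cells, and at 2% oxygen at 812 ± 23.4 and 365 ± 5.83 CPM. The single libraries read 235, 199, 184 and 222 CPM in control and 70.4, 72.4, 82.1 and 94.7 CPM in MCT4-KO at 20% oxygen. At 2% they read 789, 844, 809.7 and 804 CPM in control and 370.3, 369, 358 and 363 CPM in MCT4-KO, so no MCT4-KO library overlapped a control library of its oxygen level. The log2 fold changes were -1.39 ± 0.076 and -1.15 ± 0.072 (edgeR adjusted p = 5.10e-10 and 8.46e-10), and an exact two-sided permutation test gave p = 0.0286 at each level, the smallest that 70 splits allow. Low oxygen raised the gene by 1.95 ± 0.074 in control and 2.19 ± 0.077 in MCT4-KO cells, so MCT4-KO cells at 2% oxygen held more Slc16a3 RNA than control cells at 20%. The positions of the guides are not given in the sources used here, and transcripts from an edited gene are counted like intact ones, so these levels do not measure the remaining protein.

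**Figure D1:**
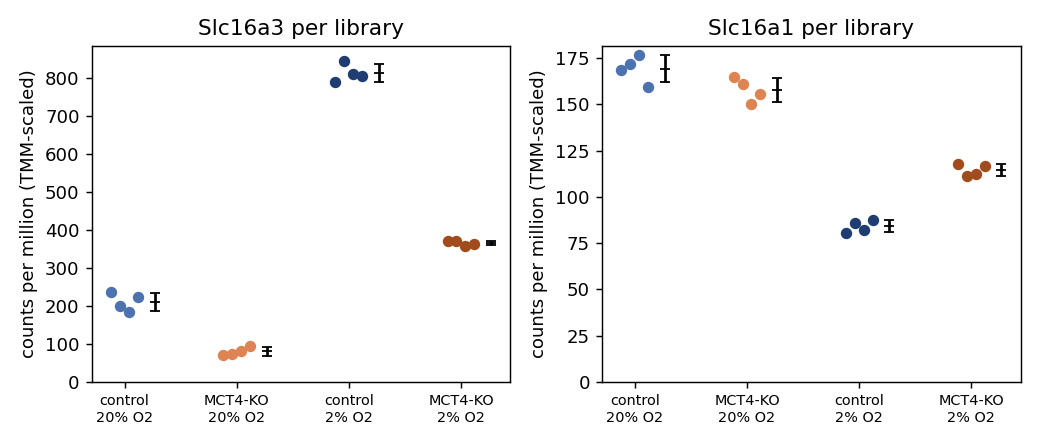
CPM (vertical axis, TMM-scaled) of Slc16a3 and Slc16a1 in each of the 16 libraries, by genotype and oxygen level, where points are libraries and bars the mean with 1 SD (n = 4). Slc16a3 was lower in MCT4-KO than in control at both levels (-1.39 and -1.15 on the log2 scale), while Slc16a1 was higher in MCT4-KO at 2% oxygen (0.45).

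At 20% oxygen MCT4-KO cells differed from control cells by small shifts: 20 of 43 genes of DNA replication, 7 of 25 of cholesterol synthesis and 7 of 16 monocyte markers rose, and 11 of 29 hypoxia-induced genes and 9 of 19 targets of the MLL fusion fell. These list calls were lost with an estimated correlation (limma camera adjusted p = 0.0971 to 0.451). A list's score per library, its mean log2 level, overlapped between genotypes for several called lists (exact two-sided permutation p = 0.0571 to 0.171). They were hypoxia-induced genes, MLL-fusion targets, mitosis, ribosome biogenesis, ribosomal proteins and histones. Scores of the other lists called at 20% oxygen did not overlap (exact p = 0.0286 each). Mpo, which encodes the granule enzyme myeloperoxidase, rose most among called genes with an average log2 CPM of at least 3 and no overlap between groups, from 139 ± 14.5 to 309 ± 29.3 CPM (1.16 ± 0.075). Next came Tns1 (0.91 ± 0.093), the adhesion receptor gene Adgrd1 (0.87 ± 0.16), F13a1 for the A chain of coagulation factor XIII (0.86 ± 0.10), Pmp22 (0.86 ± 0.090) and BC035044 (0.79 ± 0.079). Besides Slc16a3, the largest falls within these limits were in Plod2, a collagen lysyl hydroxylase (-1.14 ± 0.11), and Aplp1 (-1.03 ± 0.14), and in 3 genes of still lower count. The ratios of MCT4-KO to control for these 3, with 95% exact intervals for counting error only, were 0.356 (0.248 to 0.502) for Basp1, 0.365 (0.282 to 0.468) for Proser2 and 0.414 (0.289 to 0.586) for Glod5. Plod2 (4.77 CPM in control and 2.17 in MCT4-KO cells), Aplp1 (2.55 and 1.24), Adgrd1 (1.85 and 3.36) and F13a1 (2.67 and 4.81) were low at 20% oxygen too. The limit of level averages all 16 libraries.

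Of 43 measured DNA replication genes, 20 rose and none fell (27 when adjusted over the list alone, camera adjusted p = 1.46e-13, and adjusted p = 0.132 with an estimated correlation). Among them were the helicase subunit Mcm4 (0.22 ± 0.035), the thymidine kinase Tk1 (0.32 ± 0.061), whose exons overlap those of Afmid, and Uhrf1 (0.18 ± 0.036). Mitosis genes shifted the same way with only 3 of 38 called (6 adjusted over the list alone, camera adjusted p = 5.61e-04, and adjusted p = 0.451 with an estimated correlation). In the cholesterol synthesis list 7 of 25 rose (9 adjusted over the list alone, camera adjusted p = 0.00558, and adjusted p = 0.241 with an estimated correlation). Idi1 changed by 0.16 ± 0.034. Among monocyte and macrophage markers 7 of 16 rose and 1 fell (8 and 1 adjusted over the list alone, camera adjusted p = 5.93e-05, and adjusted p = 0.0971 with an estimated correlation). Lyz2, the lysozyme gene of myeloid cells, changed by 0.46 ± 0.056 and the macrophage gene Mpeg1 by 0.65 ± 0.077. Stem and progenitor markers had 2 of 8 higher, and 6 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.00949, and adjusted p = 0.187 with an estimated correlation). Granulocyte markers split, 6 of 19 up and 5 down, with Mpo and Hp (0.45 ± 0.057) higher and Lcn2 (-0.54 ± 0.073) lower. The median of that list (-0.13) and its mean (0.0069) differed in sign, and the list was not called (limma camera adjusted p = 0.848).

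Hypoxia-induced genes outside glycolysis fell in 11 of 29 and rose in none (14 adjusted over the list alone, camera adjusted p = 5.72e-06, and adjusted p = 0.451 with an estimated correlation). Members called included Plod2, the collagen prolyl hydroxylase subunit P4ha1 (-0.26 ± 0.045) and the mitochondrial kinase Ak4 (-0.60 ± 0.12). Of the glycolysis genes 6 of 20 fell and 2 rose, and the list was not called (limma camera adjusted p = 0.0648). Pfkl (-0.28 ± 0.049) and Eno1 (-0.22 ± 0.039) fell, as did Ldha, the lactate dehydrogenase subunit (-0.20 ± 0.054, edgeR adjusted p = 0.0227), whereas the hexokinase Hk3 rose (0.29 ± 0.034). MLL-fusion targets were lower in 9 of 19 and higher in 1 (11 and 1 adjusted over the list alone): Hoxa9 changed by -0.23 ± 0.028, Hoxa7 by -0.29 ± 0.046, Hoxa10 by -0.21 ± 0.034 and Meis1 by -0.20 ± 0.050 (camera adjusted p = 3.35e-04, and adjusted p = 0.420 with an estimated correlation). Called falls were fewer in the lists of cytosolic ribosomal proteins, 4 of 60 (1 adjusted over the list alone, camera adjusted p = 8.17e-07, and adjusted p = 0.548 with an estimated correlation), and ribosome biogenesis, 2 of 39 (camera adjusted p = 0.00479, and adjusted p = 0.584 with an estimated correlation). The short list of nuclear-retained and structured RNAs had 5 of 9 lower (6 adjusted over the list alone, camera adjusted p = 5.10e-04, and adjusted p = 0.213 with an estimated correlation), among them Neat1 (-0.65 ± 0.10) and the small nucleolar RNA host gene Gas5 (-0.27 ± 0.055). Immediate early genes had 4 of 18 lower and 1 higher (camera adjusted p = 0.00921, and adjusted p = 0.333 with an estimated correlation), and replication-dependent histones 2 of 15 lower (camera adjusted p = 0.0486, and adjusted p = 0.213 with an estimated correlation). The histone call was also lost with a replicate block (limma camera adjusted p = 0.0536) and with voom weights (0.0672).

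Txnip and Arrdc4, a pair of arrestin-family genes that respond to glucose, changed by -0.37 ± 0.038 and -0.29 ± 0.065. No change was called for the MCT1 gene Slc16a1 (-0.10 ± 0.038, edgeR adjusted p = 0.104), Bsg, the chaperone of both carriers (-0.020 ± 0.045), Hif1a (7.8e-04 ± 0.045), Vegfa (-0.10 ± 0.042) or Myc (0.010 ± 0.045). In total 1344 of 13774 genes were called, 683 higher and 661 lower, of which 194 changed at least 1.5-fold. Library-size scaling, chosen after seeing the data, called 860 higher and 572 lower (60.1% higher). The median size of a called change was 0.23. The call for Ldha was lost without control replicate 1 or 4 or MCT4-KO replicate 1 or 2 (-0.18 to -0.16), that for Basp1 without control replicate 1 (-1.22) or 4 (-1.21) or MCT4-KO replicate 2 (-1.48) or 3 (-1.40), and that for Glod5 without control replicate 1 (-0.92). With limma-voom Basp1 (-1.25) and Glod5 (-1.15) lost theirs, and Ldha (-0.20) when only these groups were fitted. Slc16a1 passed the threshold only without control replicate 4 (-0.13).

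At 2% oxygen more genes differed between MCT4-KO and control cells: 36 of 39 ribosome biogenesis genes, 25 of 36 Atf4 targets and 13 of 20 purine and pyrimidine synthesis genes rose, while 53 of 60 ribosomal protein genes and 16 of 29 hypoxia-induced genes fell. These list calls were lost with an estimated correlation (limma camera adjusted p = 0.130 to 0.464). The score per library overlapped between genotypes for mitochondrially encoded genes and MLL-fusion targets (exact two-sided permutation p = 0.143 and 0.114). It did not for the other lists called at 2% oxygen (exact p = 0.0286 each). Slc16a1, which encodes MCT1, another carrier of lactate and protons, rose from 84.1 ± 3.21 to 115 ± 3.15 CPM (0.45 ± 0.040). Embigin (Emb), a chaperone of such carriers, rose by 0.36 ± 0.032, and Bsg changed by -0.17 ± 0.044. Within the same limits of level and overlap, the largest rises were in Bcat1, which transaminates branched-chain amino acids (1.17 ± 0.11), Thbs1 (0.91 ± 0.12), the cystine transporter gene Slc7a11 (0.90 ± 0.095), Foxred2 (0.83 ± 0.074), the transferrin receptor gene Tfrc (0.78 ± 0.044) and Thy1 (0.74 ± 0.055). Besides Slc16a3, the largest falls there were in Plod2 (-1.09 ± 0.054), Pde9a (-1.05 ± 0.062), the peptide hormone gene Adm (-0.995 ± 0.097), Glod5 (-0.99 ± 0.11) and Fgfbp3 (-0.97 ± 0.045).

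Every one of the 39 measured ribosome biogenesis genes was called, 36 higher and 3 lower (camera adjusted p = 7.16e-16, and adjusted p = 0.169 with an estimated correlation). Noc4l changed by 0.54 ± 0.047, Gar1 by 0.49 ± 0.044, Utp4 by 0.60 ± 0.056 and Myc, which drives many of them, by 0.43 ± 0.046. Cytosolic ribosomal protein genes went the other way, 53 of 60 lower and none higher (58 adjusted over the list alone, camera adjusted p = 5.21e-16, and adjusted p = 0.373 with an estimated correlation). Rps4x changed by -0.28 ± 0.033 and Rps7, on chromosome 12, by -0.45 ± 0.055. These genes have many processed copies in the genome, so the division of their reads is uncertain. Atf4 targets, the amino acid response, rose in 25 of 36 and fell in 4 (27 and 4 adjusted over the list alone, camera adjusted p = 2.33e-07, and adjusted p = 0.375 with an estimated correlation). They included the amino acid carrier Slc7a5 (0.52 ± 0.041) and the tRNA ligase Tars (0.43 ± 0.038), while Nupr1 fell (-0.73 ± 0.067). Purine and pyrimidine synthesis genes rose in 13 of 20 and fell in 2 (16 and 2 adjusted over the list alone, camera adjusted p = 8.87e-06, and adjusted p = 0.130 with an estimated correlation). Gart changed by 0.61 ± 0.038, and Shmt1 (0.54 ± 0.040) and Ppat (0.38 ± 0.033), whose exons overlap those of Smcr8 and Paics, rose as well. DNA replication genes rose in 28 of 43 and fell in none (29 adjusted over the list alone, camera adjusted p = 9.53e-09, and adjusted p = 0.241 with an estimated correlation). Among them were Mcm2 (0.37 ± 0.035) and Rrm2 (0.40 ± 0.035), a chromosome 12 gene. Mitosis genes did not rise with them, with 3 of 38 higher and 11 lower, and that list was not called (limma camera adjusted p = 0.233).

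Chaperone and redox lists were called upward as well. Heat shock proteins had 8 of 13 higher and 1 lower (camera adjusted p = 0.00853, and adjusted p = 0.241 with an estimated correlation). Hsph1 changed by 0.52 ± 0.053 and Hspd1, which shares exon sequence with Hspe1, by 0.38 ± 0.047. In the unfolded protein response list 12 of 20 were higher and 1 lower (camera adjusted p = 0.00590, and adjusted p = 0.451 with an estimated correlation). Hspa5 changed by 0.30 ± 0.043 and Pdia4 by 0.23 ± 0.029. Nrf2 antioxidant genes were higher in 10 of 19 and lower in 1 (13 and 1 adjusted over the list alone), Slc7a11 among them (camera adjusted p = 0.00799, and adjusted p = 0.104 with an estimated correlation). Genes of pyruvate dehydrogenase and the TCA cycle were higher in 11 of 26 and lower in 2 (camera adjusted p = 0.0197, and adjusted p = 0.469 with an estimated correlation). Idh3a changed by 0.32 ± 0.031 and Ogdh by 0.32 ± 0.040. The pentose phosphate pathway was not called (limma camera adjusted p = 0.404), with 3 of 12 higher, among them G6pdx (0.39 ± 0.041), which overlaps Ikbkg, and Prps1 (0.34 ± 0.033), and 2 lower. Mitochondrially encoded genes were higher in 9 of 15 and lower in none (camera adjusted p = 0.0237, and adjusted p = 0.544 with an estimated correlation). Examples were mt-Rnr1 (0.55 ± 0.074) and mt-Atp8 (0.51 ± 0.097), which overlaps mt-Atp6.

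Hypoxia-induced genes outside glycolysis were lower in 16 of 29 and higher in none (17 adjusted over the list alone, camera adjusted p = 4.36e-05, and adjusted p = 0.464 with an estimated correlation). Members called included Plod2, Adm and Ndrg1 (-0.53 ± 0.039). Vegfa, a member, stood at -0.017 ± 0.044 and was not called. Of the glycolysis genes 8 of 20 fell and 1 rose, a list that was not called (limma camera adjusted p = 0.0904), and Ldha, at -0.0088 ± 0.053, was not among them. Hif1a, on chromosome 12, changed by 0.21 ± 0.045. MLL-fusion targets were lower in 10 of 19 and higher in 2 (12 and 2 adjusted over the list alone, camera adjusted p = 0.00560, and adjusted p = 0.471 with an estimated correlation). Lmo2 changed by -0.37 ± 0.039, Meis1 by -0.34 ± 0.051 and Hoxa9 by -0.16 ± 0.029. Txnip and Arrdc4 changed by -0.39 ± 0.038 and -0.21 ± 0.069.

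At this oxygen level 5295 genes were called, 2671 higher and 2624 lower, a share of 50.4% higher, and 499 changed at least 1.5-fold. Scaling by library size called 3437 higher and 2007 lower (63.1% higher). Without replicate 4 of the controls, the library that stood apart, 5111 genes were called, 4617 of them shared with the full set. The call for Arrdc4 was lost without control replicate 1 (-0.16) or 3 (-0.20), without MCT4-KO replicate 3 (-0.19) or 4 (-0.15), and with library-size scaling (-0.17).

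The knockout effects at the separate oxygen levels, which share no libraries, correlated weakly across the 13774 genes, which are not independent replicates (Pearson r = 0.172, Spearman rho = 0.152). Both comparisons called 747 genes, of which 280 were higher in both, 296 lower in both and 171 opposite. Independent lists of these sizes would share 132, 126 and 258. Plod2, Txnip, Hoxa9, Meis1 and Slc16a3 were among those lower at both levels.

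Among the more highly expressed of the tested genes, the subset used here, those on chromosome 12 stood apart in both knockout comparisons. The median log2 fold change of the 364 on this chromosome was -0.10 at 20% oxygen and -0.085 at 2%. Of them 86.5% and 67.6% lay below 0. The medians of the other chromosomes lay between -0.0067 and 0.017 and between -0.030 and 0.061. The difference between genotypes in the mean level of the chromosome 12 genes per library gave an exact two-sided permutation p = 0.0286 at each oxygen level (n = 4 against 4), the smallest possible. Hif1a, Rrm2, Rps7, Mthfd1, Wars and Hsp90aa1 lie on this chromosome. This comparison was chosen after seeing the data, in the same libraries. Its p-values therefore restate the shift and make no allowance for the choice among chromosomes.

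**Figure D2:**
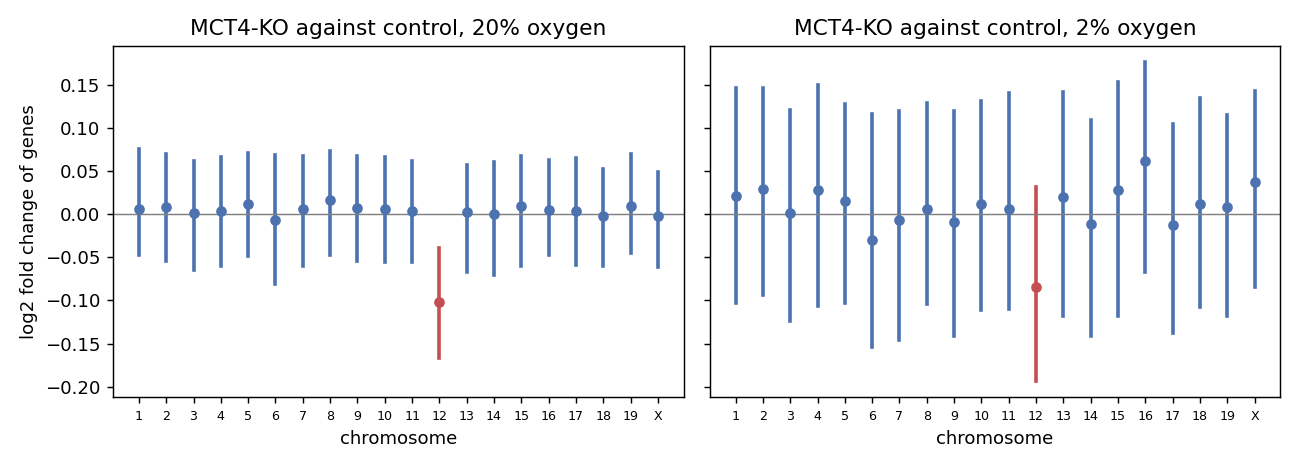
Log2 fold changes of MCT4-KO against control by chromosome at 20% and 2% oxygen, where points are the median over the more highly expressed tested genes of a chromosome and bars run from the 25th to the 75th percentile. Chromosome 12, in red, has medians of -0.10 and -0.085, below those of the other chromosomes.

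In control cells at 2% oxygen every measured glycolysis and cholesterol synthesis gene rose, most hypoxia-induced genes rose with them, and most Atf4 targets, ribosome biogenesis genes and mitochondrially encoded genes fell. Ldha went from 1034 ± 81.2 to 4806 ± 100.2 CPM (2.22 ± 0.056) and Bsg from 251 ± 12.7 to 1313 ± 76.0 CPM (2.39 ± 0.046), while Slc16a1 fell to about 0.496 of its level (-1.01 ± 0.039). The hormone gene Adm was nearly absent at 20% oxygen, with 6 counts over 4 libraries against 6812 at 2%, a ratio of 1277 (95% exact interval 587 to 3482), and Smtnl2 had 12 against 3077 counts, a ratio of 289 (165 to 559). Further large rises were in Stc1 (6.82 ± 0.15), Basp1 (5.98 ± 0.15) and the peptide gene Apln, with a ratio of 52.98 (39.7 to 72.3). The SEs of Stc1 and Basp1 are too small here. For oxygen in MCT4-KO cells they were 0.18 for both genes, yet 0.47 and 0.41 for the interaction. The largest falls within the limits of level and overlap were in Mamdc2 (-4.40 ± 0.069), the ceruloplasmin gene Cp (-4.08 ± 0.18), whose exons overlap those of Hps3, the small nucleolar RNA host genes Snhg5 (-3.80 ± 0.072), Snhg12 (-3.79 ± 0.060) and Snhg1 (-3.40 ± 0.047), and Col4a1 (-3.37 ± 0.090).

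All 20 glycolysis genes rose (camera adjusted p = 1.20e-10, and adjusted p = 0.0726 with an estimated correlation). Aldoc changed by 4.65 ± 0.080, the glucose carrier Slc2a3 by 2.77 ± 0.052 and Pkm by 2.25 ± 0.041. Hypoxia-induced genes outside glycolysis rose in 27 of 29 (camera adjusted p = 6.94e-11, and adjusted p = 0.244 with an estimated correlation). Among them were Plod2 (3.71 ± 0.069), Ndrg1 (2.43 ± 0.043), the glycogen branching enzyme Gbe1 (1.96 ± 0.034) and the carbonic anhydrase Car9 (1.76 ± 0.066), which overlaps a predicted gene. The single member that fell was Vegfa, from 185 ± 5.999 to 97.2 ± 7.44 CPM (-0.93 ± 0.043). Cholesterol synthesis rose in 25 of 25 genes (camera adjusted p = 3.66e-13, and adjusted p = 0.0141 with an estimated correlation). Examples were Acat2 (2.38 ± 0.039), Insig1 (1.96 ± 0.034) and Idi1 (1.92 ± 0.033), and this was the only list to hold its call with an estimated correlation, here and in MCT4-KO cells. Fatty acid synthesis genes rose in 12 of 15 and fell in 1 (camera adjusted p = 4.55e-05, and adjusted p = 0.131 with an estimated correlation). Scd1 changed by 3.55 ± 0.055, Slc25a1 by 1.85 ± 0.030 and Acss2, which overlaps Gss, by 3.96 ± 0.074. The pentose phosphate pathway had 10 of 12 higher and 1 lower (camera adjusted p = 0.00241, and adjusted p = 0.0971 with an estimated correlation).

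Atf4 targets fell in 34 of 36 and rose in 1 (camera adjusted p = 1.24e-11, and adjusted p = 0.241 with an estimated correlation). Among them were the glycine carrier Slc6a9 (-2.82 ± 0.059), Slc7a5 (-1.84 ± 0.042) and Atf5, which overlaps Nup62 (-2.61 ± 0.059). Ribosome biogenesis genes fell in 37 of 39 and rose in 1 (camera adjusted p = 9.19e-11, and adjusted p = 0.241 with an estimated correlation). Nop58 changed by -1.70 ± 0.044, Nop56, which overlaps Idh3b, by -1.45 ± 0.041 and Myc by -0.58 ± 0.046. Cytosolic ribosomal protein genes rose in 57 of 60 (camera adjusted p = 5.84e-08, and adjusted p = 0.523 with an estimated correlation). Rpl6 changed by 0.62 ± 0.034, and the 1 member that fell was Rpl12 (-1.12 ± 0.062), whose exons overlap those of Lrsam1. Nuclear genes of the respiratory chain rose in 60 of 72 and fell in 5 (camera adjusted p = 1.96e-07, and adjusted p = 0.547 with an estimated correlation). Ndufv3 changed by 1.66 ± 0.037. Mitochondrially encoded genes went the other way, 13 of the 15 on the list lower and 1 higher (camera adjusted p = 0.00787, and adjusted p = 0.471 with an estimated correlation). The gene mt-Cytb changed by -2.19 ± 0.15 and mt-Atp8 by -2.18 ± 0.090. Genes of pyruvate dehydrogenase and the TCA cycle rose in 18 of 26 and fell in 4 (camera adjusted p = 0.0304, and adjusted p = 0.514 with an estimated correlation). Nrf2 antioxidant genes rose in 13 of 19 and fell in 5 (camera adjusted p = 0.0252, and adjusted p = 0.156 with an estimated correlation). The heme oxygenase Hmox1 changed by 2.76 ± 0.068.

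Granulocyte markers rose in 14 of 19 and fell in 4 (camera adjusted p = 0.00956, and adjusted p = 0.373 with an estimated correlation). Members called included the granule protease genes Elane (2.45 ± 0.049) and Prtn3 (1.67 ± 0.049) and the surface marker Ly6g (5.03 ± 0.13). Lysosome genes rose in 23 of 32 and fell in 5 (camera adjusted p = 3.91e-04, and adjusted p = 0.241 with an estimated correlation). Mitosis genes rose in 26 of 38 and fell in 5 (camera adjusted p = 0.00160, and adjusted p = 0.456 with an estimated correlation). Nuclear-retained and structured RNAs fell in 8 of 9 (camera adjusted p = 0.0312, and adjusted p = 0.451 with an estimated correlation). Snhg1 was among them. MLL-fusion targets were lower in 13 of 19 and higher in 4, a list that was not called (limma camera adjusted p = 0.0801), with Hoxa9 at -0.77 ± 0.028 and Meis1 at -0.15 ± 0.050. Arrdc4 changed by -0.32 ± 0.066 and Hif1a by -0.12 ± 0.045, and Txnip, at -0.023 ± 0.038, was not called.

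Low oxygen changed 10790 of 13774 genes in control cells, 5332 higher and 5458 lower, with 5365 changed at least 1.5-fold. All directions are relative to the middle gene, since TMM factors averaged 1.06 and 1.07 in the 20% groups and 0.923 and 0.949 in the 2% groups. Scaling by library size instead moved the median of all genes to -0.22 in control and -0.19 in MCT4-KO cells, and called 3874 higher and 7121 lower (35.2% higher, against 49.4%) in control and 3797 higher and 6942 lower (35.4%, against 49.3%) in MCT4-KO cells. Medians of called lists kept their sign under that scaling, but small ones shrank, as from 0.21 to 0.0097 for the TCA cycle list and from 0.31 to 0.10 for mitosis in control cells, and from 0.21 to 0.030 for cytosolic ribosomal proteins in MCT4-KO cells. The call for Hif1a was lost without replicate 3 of the controls at 20% oxygen (-0.086) or replicate 4 at 2% (-0.082), and Txnip was called with library-size scaling only (-0.23, and -0.22 in MCT4-KO cells). For the lists called in the oxygen comparisons, adjusting over the list alone changed at most 1 call per list.

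**Figure D3:**
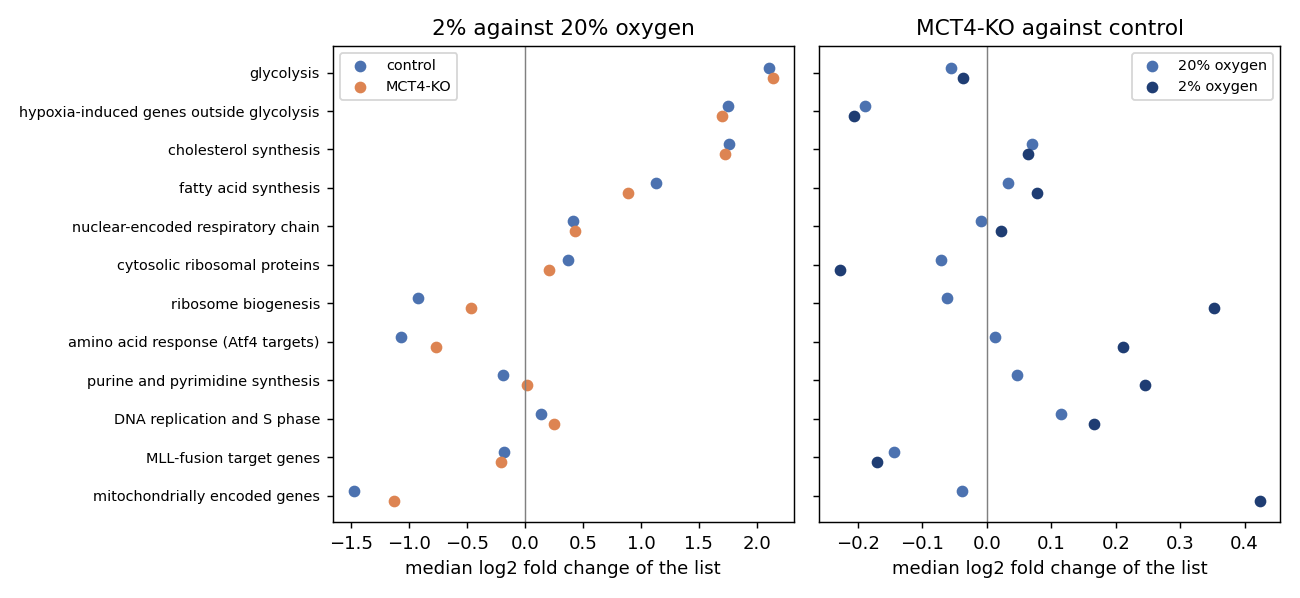
Median log2 fold change (horizontal axis) of 12 gene lists, for 2% against 20% oxygen in control and MCT4-KO cells and for MCT4-KO against control at each oxygen level, where each point is the median over the tested genes of a list. Ribosome biogenesis had medians of -0.93 and -0.47 for oxygen and of -0.062 and 0.35 for the knockout, while the signs of DNA replication in control and purine and pyrimidine synthesis in MCT4-KO cells for oxygen, and of glycolysis at 2% and the respiratory chain at 20% oxygen for the knockout, turn when libraries are scaled by size.

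In MCT4-KO cells the response to 2% oxygen had nearly the same shape, with a smaller fall of ribosome biogenesis genes. That list's difference between the genotypes was called, and the call was lost with an estimated correlation (limma camera adjusted p = 1.03e-19 and 0.130). Fold changes in the separate genotypes, which share no libraries, correlated at Pearson r = 0.913 (Spearman rho = 0.908) across genes, with a slope of 0.849 for MCT4-KO on control. Both called 9319 genes, 4565 higher in both, 4630 lower in both and 124 opposite, where independent lists would share 2009, 2112 and 4120. Adm again rose from a trace, with 3 counts against 3673, a ratio of 1325 (453 to 6427), and Smtnl2 had a ratio of 366 (186 to 849), Stc1 of 293 (205 to 434), Basp1 of 146 (109.7 to 200.3) and Mgarp of 63.4 (51.2 to 79.4). Within the limits of level and overlap, the largest falls were in Mamdc2 (-4.04 ± 0.067), Snhg12 (-3.99 ± 0.063), Snhg1 (-3.94 ± 0.049), Snhg5 (-3.89 ± 0.073), Cp (-3.17 ± 0.18) and the sterol acyltransferase Soat2 (-2.91 ± 0.076).

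All 20 glycolysis genes rose again (camera adjusted p = 7.82e-11, and adjusted p = 0.0726 with an estimated correlation). Aldoc changed by 4.42 ± 0.080, Eno1 by 2.30 ± 0.041, Pkm by 2.26 ± 0.041 and Ldha by 2.41 ± 0.056. Hypoxia-induced genes rose in 28 of 29 (camera adjusted p = 2.19e-11, and adjusted p = 0.241 with an estimated correlation). Examples were Bnip3l (2.11 ± 0.043) and Gbe1 (1.70 ± 0.033), and Vegfa fell (-0.84 ± 0.043). Cholesterol synthesis rose in 25 of 25 (camera adjusted p = 5.80e-14, and adjusted p = 0.0141 with an estimated correlation). Lss changed by 2.57 ± 0.046, Acat2 by 2.22 ± 0.038 and Idi1 by 1.84 ± 0.032. Fatty acid synthesis rose in 14 of 15 and fell in 1, with Scd1 at 3.47 ± 0.054 and Slc25a1 at 2.02 ± 0.030 (camera adjusted p = 4.12e-06, and adjusted p = 0.0971 with an estimated correlation). The pentose phosphate pathway had 10 of 12 higher and 1 lower (camera adjusted p = 3.74e-04, and adjusted p = 0.0726 with an estimated correlation). Genes of pyruvate dehydrogenase and the TCA cycle were higher in 18 of 26 and lower in 5 (camera adjusted p = 0.00544, and adjusted p = 0.451 with an estimated correlation). Nuclear respiratory chain genes were higher in 64 of 72 and lower in 3 (camera adjusted p = 2.68e-09, and adjusted p = 0.510 with an estimated correlation). Cytosolic ribosomal protein genes were higher in 49 of 60 and lower in 2 (camera adjusted p = 8.45e-05, and adjusted p = 0.607 with an estimated correlation). Granulocyte markers rose in 14 of 19 and fell in 4, with Elane at 2.14 ± 0.048 and Ly6g at 4.51 ± 0.13 (camera adjusted p = 0.00760, and adjusted p = 0.359 with an estimated correlation). Lysosome genes rose in 23 of 32 and fell in 6 (camera adjusted p = 3.91e-04, and adjusted p = 0.241 with an estimated correlation). Nrf2 antioxidant genes rose in 14 of 19 and fell in 5, with Hmox1 at 3.30 ± 0.069 (camera adjusted p = 0.00621, and adjusted p = 0.0971 with an estimated correlation).

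Atf4 targets fell in 34 of 36 and rose in 1 (camera adjusted p = 4.37e-11, and adjusted p = 0.241 with an estimated correlation). Atf5 changed by -2.85 ± 0.061 and Slc6a9 by -2.47 ± 0.055. Ribosome biogenesis genes fell in 28 of 39 and rose in 3 (camera adjusted p = 9.52e-06, and adjusted p = 0.451 with an estimated correlation). Nop58 changed by -1.25 ± 0.043 and Myc by -0.16 ± 0.045. Mitochondrially encoded genes fell in 13 of 15 and rose in 2 (camera adjusted p = 0.0208, and adjusted p = 0.537 with an estimated correlation). Lists called here whose test in control cells missed the threshold were DNA replication, 26 of 43 higher and 12 lower (camera adjusted p = 0.0384, and adjusted p = 0.607 with an estimated correlation), and MLL-fusion targets, 11 of 19 lower and 3 higher (camera adjusted p = 0.0446, and adjusted p = 0.592 with an estimated correlation). Another was the quality list of replication-dependent histones, 11 of 15 higher and 1 lower (camera adjusted p = 0.0286, and adjusted p = 0.169 with an estimated correlation). The call for MLL-fusion targets was also lost with a replicate block (limma camera adjusted p = 0.0549). For none of these 3 lists was the difference between the genotypes called (limma camera adjusted p = 0.130, 0.680 and 0.400). Nuclear-retained and structured RNAs, called in control cells, were not called here, with 6 of 9 lower and 2 higher (limma camera adjusted p = 0.215). Their difference between the genotypes was not called either (limma camera adjusted p = 0.253). Mitosis genes rose in 25 of 38 and fell in 7 (camera adjusted p = 0.0109, and adjusted p = 0.544 with an estimated correlation). Tfrc rose (1.29 ± 0.045), as did Bsg (2.23 ± 0.046), and Slc16a1 fell less than in control cells (-0.46 ± 0.039). Hoxa9 (-0.70 ± 0.028), Meis1 (-0.29 ± 0.051) and Arrdc4 (-0.24 ± 0.068) fell, whereas Txnip (-0.046 ± 0.038) and Hif1a (0.095 ± 0.045, edgeR adjusted p = 0.0606) were not called. In all 10520 genes were called, 5189 higher and 5331 lower, and 4771 changed at least 1.5-fold. Hif1a was called without replicate 1 of MCT4-KO at 20% oxygen (0.13), with DESeq2 size factors, no count filter, the stricter filter or the DESeq2 Wald test (0.10 each) and in a fit of these groups only (0.095). It changed sign with library-size scaling (-0.083).

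The interaction, the knockout effect at 2% minus that at 20% oxygen, had its largest median among the called lists in ribosome biogenesis: 36 of 39 genes were more positive at 2% and none more negative (camera adjusted p = 1.03e-19, and adjusted p = 0.130 with an estimated correlation). Gar1 (0.54 ± 0.059), Utp4 (0.67 ± 0.076), Nop14 (0.51 ± 0.058) and Myc (0.42 ± 0.064) were among them. Seen by oxygen, their fall at 2% was smaller in MCT4-KO cells, as for Utp4, which went from 117 ± 8.58 to 46.8 ± 3.85 CPM in control and from 111 ± 4.62 to 70.8 ± 1.53 CPM in MCT4-KO cells. Slc16a1 also had a positive interaction (0.55 ± 0.055, edgeR adjusted p = 3.28e-06), as had Tfrc (0.85 ± 0.063), whereas that of Slc16a3 itself was not called (0.24 ± 0.10, edgeR adjusted p = 0.104). Among genes with larger values, Stc1 (1.35 ± 0.47), Basp1 (1.198 ± 0.41), Thbs1 (1.10 ± 0.14), Neat1 (1.06 ± 0.14), Proser2 (0.92 ± 0.18) and Cp (0.91 ± 0.31) were positive. Adgrd1 (-1.24 ± 0.18), BC035044 (-1.17 ± 0.12), Igsf6 (-1.15 ± 0.11), Rorb (-1.08 ± 0.37), Sgsm1 (-0.99 ± 0.14) and the methyltransferase-like gene Mettl18 (-0.97 ± 0.10) were negative.

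Atf4 targets were more positive at 2% in 19 of 36 and more negative in 3 (23 and 3 adjusted over the list alone, camera adjusted p = 6.00e-07, and adjusted p = 0.404 with an estimated correlation). Slc7a5 had an interaction of 0.43 ± 0.057, the chromosome 12 gene Wars of 0.54 ± 0.072 and Nupr1 of -0.69 ± 0.083. Purine and pyrimidine synthesis genes were more positive in 12 of 20 and more negative in 3 (camera adjusted p = 4.43e-04, and adjusted p = 0.213 with an estimated correlation). Gart had an interaction of 0.70 ± 0.053 and Mthfd1, also on chromosome 12, of 0.35 ± 0.043. Heat shock proteins had 6 of 13 positive and 1 negative (camera adjusted p = 0.0224, and adjusted p = 0.308 with an estimated correlation). Hsph1 had an interaction of 0.51 ± 0.071 and Hsp90aa1, on chromosome 12, of 0.40 ± 0.061. Nrf2 antioxidant genes had 7 of 19 positive and 2 negative (9 and 2 adjusted over the list alone, camera adjusted p = 0.0180, and adjusted p = 0.132 with an estimated correlation). Srxn1 had an interaction of 0.38 ± 0.055. Cytosolic ribosomal protein genes were negative in 23 of 60 and positive in none (32 adjusted over the list alone, camera adjusted p = 5.88e-08, and adjusted p = 0.523 with an estimated correlation). Rps4x had an interaction of -0.24 ± 0.047. Mitosis genes were negative in 8 of 38 and positive in none (camera adjusted p = 0.00160, and adjusted p = 0.456 with an estimated correlation). Cdc25b had an interaction of -0.41 ± 0.060 and Nuf2 of -0.25 ± 0.055. Stem and progenitor markers were negative in 4 of 8 (camera adjusted p = 0.0283, and adjusted p = 0.241 with an estimated correlation). Angpt1 had an interaction of -0.84 ± 0.11 and Flt3 of -0.50 ± 0.072. In the granulocyte list, which was not called (limma camera adjusted p = 0.275), Mpo (-0.73 ± 0.10) and Prtn3 (-0.40 ± 0.067) were negative.

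The interaction was called for 3155 genes, 1595 positive and 1560 negative, of which 386 were at least 1.5-fold. Library-size scaling gave 1940 positive and 1287 negative (60.1% positive). The interaction was called for 3356 without replicate 4 of the controls at 2% oxygen. It was not called for Bsg (-0.15 ± 0.063), Vegfa (0.087 ± 0.061), Ldha (0.19 ± 0.076), Txnip (-0.023 ± 0.054), Arrdc4 (0.085 ± 0.095), Hoxa9 (0.071 ± 0.040) or Meis1 (-0.14 ± 0.071), and it was for Hif1a (0.21 ± 0.063). Calls for Stc1, Basp1, Cp and Rorb were lost with limma-voom (1.18, 0.97, 0.90 and -0.997), and that for Rorb with the DESeq2 Wald test too (-1.08). Stc1 lost its call without control replicate 1 or 4 or MCT4-KO replicate 1, 2 or 3 at 20% oxygen, or without control replicate 1 or 3 or MCT4-KO replicate 1, 3 or 4 at 2% (0.98 to 1.503). Basp1 lost it without control replicate 1 or 4 or any MCT4-KO library at 20%, or without control replicate 3 or MCT4-KO replicate 1 or 4 at 2% (0.93 to 1.29). Cp lost it without control replicate 2 or 3 or MCT4-KO replicate 3 or 4 at 20%, or without control replicate 1, 2 or 4 or MCT4-KO replicate 1, 3 or 4 at 2% (0.82 to 0.91). Rorb lost it without control replicate 1 or 3 or MCT4-KO replicate 3 or 4 at 20%, or without control replicate 2 or 4 or MCT4-KO replicate 3 or 4 at 2% (-1.06 to -0.76). Calls were gained at 20% oxygen by Slc16a3 without control replicate 3 (0.30) or MCT4-KO replicate 4 (0.33), by Ldha without the same libraries (0.23 and 0.24), and by Bsg without replicate 1 of either genotype (-0.18 for both). Meis1 gained its call without control replicate 4 at 2% (-0.20). Without a count filter Slc16a3 (0.24) and Ldha (0.19) were called, and Ldha with library-size scaling (0.22).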

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

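Of the tests in this part, that of weaker low-oxygen exposure was chosen after the result was seen, and that of library scaling uses library-size scaling, which was chosen after the data were seen. The knockout effect differed between the oxygen levels for 3155 genes (edgeR interaction term). Of 100 drawn splits of the 16 libraries, the real one included, 3 called as many genes, and the highest other split called 3533. The 4 other splits that called over 57 genes (2385 to 3533) all kept the genotypes apart at 2% oxygen, where the knockout effect was larger. Splits that mix them there carry that effect in their residual spread, so the low share does not tell whether chance can be excluded for the interaction.

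Among 8 lists the knockout effect differed between the oxygen levels (limma camera). The median of the effect at 2% minus that at 20% was 0.42 for ribosome biogenesis, 0.27 for purine and pyrimidine synthesis, 0.21 for Atf4 targets, 0.16 for heat shock proteins and 0.13 for Nrf2 antioxidant genes. It was -0.10 for mitosis, -0.15 for cytosolic ribosomal proteins and -0.28 for stem and progenitor markers. All 8 calls were lost with an estimated correlation.

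The smaller fall of ribosome biogenesis genes at 2% oxygen in MCT4-KO cells was weighed against 3 technical explanations. Against weaker low-oxygen exposure of MCT4-KO cells, glycolysis genes kept 101% of their control response (95% bootstrap interval 88.7 to 109), while ribosome biogenesis genes kept 50.3% (39.3 to 68.3). These intervals resample the genes of a list as if independent and leave out the spread between libraries. Against library scaling, the lower of the list's medians under DESeq2 size factors and library-size scaling was 0.42. Against the deviating control library, replicate 4 at 2% oxygen, the median without it was 0.43. An effect of MCT4 loss that depends on oxygen may account for the pattern and stays a hypothesis, since genotype and edited population are confounded here.

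Among the named genes, 85 of 122 had an effect that differed between the oxygen levels (edgeR interaction term, log2 scale), against 22.9% of all tested genes. The rule chose some of the named genes by this effect. Positive values were largest for Stc1 (1.35), Basp1 (1.198), Thbs1 (1.10), Neat1 (1.06), Proser2 (0.92), Cp (0.91), Col4a1 (0.85), Tfrc (0.85), Gart (0.70) and mt-Rnr1 (0.67). Then came Utp4 (0.67), Bcat1 (0.66), Lcn2 (0.60), Slc7a11 (0.57), Hmox1 (0.55), Slc16a1 (0.55), Wars (0.54), Gar1 (0.54), Aplp1 (0.52) and Hsph1 (0.51). Next were Nop14 (0.51), Noc4l (0.47), Nop56 (0.46), Nop58 (0.45), Shmt1 (0.44), Slc7a5 (0.43), Myc (0.42), Foxred2 (0.41), Hsp90aa1 (0.40) and Soat2 (0.39). Smaller ones were those of Srxn1 (0.38), G6pdx (0.37), mt-Atp8 (0.36), Emb (0.36), Hspd1 (0.36), Tars (0.36), Mamdc2 (0.35), Hspa5 (0.35), Idh3a (0.35) and Slc6a9 (0.35). Lower still were Mthfd1 (0.35), Rrm2 (0.34), Prps1 (0.33), Ppat (0.31), Ogdh (0.29), Mcm2 (0.27), Hif1a (0.21), Lss (0.19), P4ha1 (0.19) and Eno1 (0.18). The remaining positive ones were Slc25a1 (0.17) and Pdia4 (0.14). Negative values were largest for Adgrd1 (-1.24), BC035044 (-1.17), Igsf6 (-1.15), Rorb (-1.08), Sgsm1 (-0.99), Mettl18 (-0.97), Pde9a (-0.93), Angpt1 (-0.84), Mpo (-0.73) and Nupr1 (-0.69). After these came F13a1 (-0.61), Tns1 (-0.58), Snhg1 (-0.55), Fgfbp3 (-0.54), Flt3 (-0.50), Hp (-0.45), Cdc25b (-0.41), Prtn3 (-0.40), Pmp22 (-0.39) and Lmo2 (-0.38). Next in size were Acss2 (-0.37), Ndrg1 (-0.33), Tk1 (-0.32), Elane (-0.32), Insig1 (-0.27), Rps7 (-0.27), Gbe1 (-0.26), Nuf2 (-0.25), Rps4x (-0.24) and Atf5 (-0.24). The rest were Hk3 (-0.16), Acat2 (-0.16) and Rpl6 (-0.15).

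A library far from the other 3 of its group was sought in 508 groups of 4 values, and 30 were found where chance gives about 25.4 (1 in 20). The values are CPM, with the range of the other 3 libraries in parentheses. Among control libraries at 20% oxygen, replicate 1 stood apart in Slc6a9 45.2 (49.05 to 49.8). Replicate 2 of these did so in Srxn1 30.3 (28.03 to 28.3). Replicate 3 of these did so in Mpeg1 5.56 (4.703 to 4.76) and Mettl18 8.94 (10.97 to 11.3). Replicate 4 of these did so in Angpt1 17.8 (13.9 to 14.2). Among MCT4-KO libraries at 20% oxygen, replicate 1 stood apart in Emb 376 (362 to 364) and Slc7a5 693 (646 to 652). Replicate 3 of these did so in Snhg12 135 (146 to 148). Among control libraries at 2% oxygen, replicate 1 stood apart in Thy1 81.5 (73.1 to 74.2), Ndrg1 297 (316 to 318), Hsph1 24.4 (27.2 to 27.3), Nop58 101 (109 to 110.5) and Elane 3597 (3843 to 3876). Replicate 2 of these did so in Mamdc2 20.8 (16.4 to 16.7) and Hsp90aa1 1798 (1672 to 1684). Replicate 3 of these did so in Shmt1 43.5 (44.2 to 44.3). Replicate 4 of these did so in Thbs1 7.68 (9.16 to 9.24), Mcm2 212 (236 to 237), Lmo2 213 (188 to 190.0), Snhg12 14.5 (12.3 to 12.6), Snhg1 29.6 (24.99 to 25.4) and Rpl6 2769 (2478 to 2527). Among MCT4-KO libraries at 2% oxygen, replicate 1 stood apart in Snhg12 10.2 (8.55 to 8.77). Replicate 2 of these did so in Ak4 160.4 (166 to 167), Pfkl 595 (571 to 573), Hk3 290.2 (294 to 295), Ogdh 212 (218 to 219) and G6pdx 215 (209 to 209). Replicate 3 of these did so in Pde9a 10.4 (9.44 to 9.58). The total estimated count of replicate 1 of the MCT4-KO libraries at 20% oxygen was 21565326 (25052779 to 25281670 in the other 3).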

How the results depend on the processing

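Of the tests in this part, only scaling by library size was chosen after the data were seen. For named genes, 217 results had 3766 values under the alternatives, and 194 results kept direction and side of the threshold in all of them. Of the values 3669 did so, 62 fell short of the threshold, 19 newly passed it and 16 turned direction. The cause was not tested except where an alternative fits fewer libraries or asks for more. Requiring a fold of at least 1.5 left 194, 499, 5365, 4771 and 386 genes for the knockout at 20% and 2% oxygen, low oxygen in control and MCT4-KO cells, and the interaction. Leaving out 1 library gave 899 to 1331, 4586 to 5111, 10544 to 10645, 10175 to 10280 and 2648 to 3356 genes. With an estimated correlation 0, 0, 1, 1 and 0 lists were called in these comparisons, against 12, 12, 16, 18 and 8. The fry test, which asks whether a list moves 1 way without comparing it with other genes, called 15, 21, 32, 33 and 16. At 20% oxygen 10 of the 12 were among them, without ribosome biogenesis (adjusted p = 0.113) and cytosolic ribosomal proteins (0.0834). Voom weights called 12, 13, 16, 18 and 8, gaining glycolysis (0.0457) and losing replication-dependent histones (0.0672) for the knockout at 20%, and gaining inflammatory and NF-kB genes (0.0248) at 2%. The correlation between the knockout effects was 0.30 over genes called in at least 1 of the comparisons, and that between the oxygen effects 0.93, or 0.95 with the stricter filter. With library-size scaling 4 uncalled values turned, to 0.023 for Vegfa and 0.031 for Ldha (knockout at 2%), -0.083 for Hif1a (oxygen in MCT4-KO cells) and 0.0040 for Txnip (interaction). Hif1a in the knockout at 20% turned with the stricter filter (-5.2e-04). Leaving out 1 library turned uncalled values near 0, over ranges for the knockout at 20% of -0.052 to 0.010 for Bsg, -0.033 to 0.032 for Hif1a and -0.024 to 0.037 for Myc. At 2% they were -0.066 to 0.027 for Vegfa and -0.018 to 0.0054 for Ldha, and for the interaction -0.044 to 0.014 for Txnip. The replicate numbers did not pair the libraries: 24 correlations of same-numbered libraries ran from -0.064 to 0.115, 1 over 0.1, and 5 of 16 libraries correlated best with their own number. With a replicate block 1059, 4984, 10706, 10418 and 2781 genes and 11, 12, 16, 17 and 8 lists were called. Those lost were replication-dependent histones for the knockout at 20% (0.0536) and MLL-fusion targets for oxygen in MCT4-KO cells (0.0549), and among named genes only Stc1 in the interaction lost its call (1.35). The low-count genes named with ratios have wide intervals, which cover counting error only, and whether depth limits these genes was not tested.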

Other observations

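Of the tests in this part, those on the hypoxia-induced genes were chosen after the result was seen, and the chromosome 12 pattern itself was found in the data. No list in this paragraph or the next was called in the 5 comparisons as planned, though with voom weights the inflammatory and NF-kB genes were, for the knockout at 2% oxygen (limma camera adjusted p = 0.0248), and fry, which does not compare a list with other genes, called each of the 9 lists in at least 1 comparison. In the list of lactate and proton transport, to which Slc16a3 and Slc16a1 belong, members went both ways: at 2% oxygen 5 of 18 were higher and 7 lower in MCT4-KO cells (smallest limma camera adjusted p over the comparisons 0.564). Genes of the V-ATPase proton pump were higher in 11 of 17 and lower in 3 at 2% oxygen in control cells (0.0618). Interferon-induced genes had 6 of 21 lower and 1 higher in MCT4-KO cells at 2% oxygen (0.329), and inflammatory and NF-kB genes 8 of 17 lower and 1 higher (0.0591). For p53 targets the smallest limma camera adjusted p was 0.0801, and for the BCL2 family 0.0770.

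Markers of other blood lineages were few among the tested genes. The smallest limma camera adjusted p was 0.122 for megakaryocyte markers (6 tested), 0.215 for mast cell and basophil markers (5) and 0.194 for dendritic cell and MHC class II markers (8). Markers of B cells, T and NK cells, erythroid cells and fibroblasts had 1, 2, 4 and 4 tested genes, too few for a list test. In control cells at 2% oxygen all 4 erythroid and all 4 fibroblast markers rose. Megakaryocyte markers rose in 4 of 6 and fell in 1. Mast cell and basophil markers rose in 4 of 5 and fell in 1. Dendritic cell and MHC class II markers rose in 5 of 8 and fell in 1. The B cell marker fell, and of the T and NK cell markers 1 rose and 1 fell. Median, mean and test differed in sign in 25 of 170 list tests, 0 of which were called.

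In the list of hypoxia-induced genes outside glycolysis, 11 of 29 were lower in MCT4-KO cells at 20% oxygen and 16 at 2%. None were higher, and both list calls were lost with an estimated correlation (limma camera adjusted p = 0.451 and 0.464). The list's score per library differed by -0.27 at 2% and -0.25 at 20% oxygen (exact two-sided permutation p = 0.0286 and 0.0571, n = 4 against 4). At 20% the groups overlapped in this score. With less oxygen limitation in MCT4-KO libraries, glycolysis genes would be lower by the same share of their oxygen rise. At 2% that share was -1.71% for glycolysis genes (95% bootstrap interval -8.79 to 0.70), against -11.8% (-14.5 to -6.98) for the hypoxia-induced genes. At 20% it was -2.62% (-7.36 to 0.49) against -10.8% (-14.2 to -5.72). Here too the intervals resample genes and leave out the spread between libraries. The glycolysis score was also lower, by -0.11 at 2% (exact permutation p = 0.0286) and -0.086 at 20% (exact p = 0.0857), and the intervals overlap at both levels, so weaker oxygen limitation and an effect of the knockout on these genes cannot be told apart here.

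The lower level of chromosome 12 genes in MCT4-KO cells was weighed against GC content and gene length and against copy number. After a fit on GC content and length the medians stayed at -0.10 and -0.097, which argues against those as the whole cause. The chromosome's 25th and 75th percentiles were lower in both comparisons, by -0.078 at the least, and the medians of 4 stretches of 91 genes lay between -0.12 and -0.073. These values restate the shift on the chromosome where it was found, and any cause acting along it would give them, so a lower copy number was left open. Genotype and edited population are confounded, so an effect of MCT4 loss on these genes stays open.

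For each comparison of groups the 8 libraries can be split into groups of 4 in 35 ways, and only 1, the real split, called as many genes. This held for the knockout at 20% oxygen (1019 genes when only these 8 libraries were fitted, at most 1 in another split) and at 2% (5235, at most 1). It also held for low oxygen in control cells (10515, at most 0) and in MCT4-KO cells (10770, at most 1). The other splits mix the real groups and carry their difference in the residual spread, so their low counts do not tell whether chance can be excluded. Chance differences between cultures were not tested, since the libraries may be repeat preparations of 1 culture.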
